A study of Mus musculus with 4 samples. Its data were reported in "HDAC3 maintains oocyte meiosis arrest by repressing amphiregulin expression before the LH surge" (2019).

How the data were processed

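Total RNA of cultured wild-type mouse GCs was sequenced in 4 libraries, 2 controls and 2 treated with HDACi 4b. Groups and replicate numbers were taken from the sample titles. The treatment and extraction notes attached to the samples speak of tamoxifen injection and frozen ovaries, whereas titles and series design speak of cultured wild-type cells with and without HDACi 4b, and the latter were followed. Libraries were made with an Illumina TruSeq RNA kit. The submitters' processing notes name Bowtie 0.12.2 and the genome build mm8. The counter, the annotation and the treatment of reads that fit several places are not given in the sources used here.

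The deposited values are FPKM, computed by the authors in a single table with a column per library, and no unit is named in it. That the unit is FPKM was settled from the values. Of 25239 listed genes, 23893 (94.7%) matched a single gene symbol of the GENCODE M21 annotation, and for 21608 of these (90.4%) the value times the union exon length and a total per library gave whole reads in all 4 libraries within 0.001 reads. The matching lengths belong to a later build than the one in the notes, so no coordinates are printed. The totals behind the columns were 16438728 and 17665107 reads in controls and 16215581 and 15951875 in treated libraries. At a gene length of 2 kb, 1 read was worth 0.028 to 0.031 FPKM. For 3631 genes reads were known only up to a common factor. Whether a read or a read pair was counted is not stated. The table holds 18 repeated names, and 24 names that had been turned into dates, which were tested but not named. Genes that overlap, and antisense pairs, cannot be told apart where counting did not use strand, and near-identical copies may share reads.

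The table holds no counts, so the test set out for normalized values was used. Genes with a mean of at least 1 FPKM over the 4 libraries (12054) were fitted on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (trend and robust empirical Bayes, two-sided, no covariates), with Benjamini-Hochberg adjustment and a threshold of 0.05, and in addition an absolute log2 difference of at least 1. Fold changes given as a multiple are ratios of mean FPKM, and log2 differences are on the log2(FPKM + 1) scale, which understates the change of low genes. Log2 values within groups correlated across genes at 0.989 for controls and 0.993 for treated libraries, and at 0.883 to 0.896 between groups. Genes are not independent replicates. Chi-square per gene over recovered reads was 17.8 between controls and 6.43 between treated libraries, well above the 1 that sampling noise gives, so no library was a copy of another.

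Gene lists (35) were fixed before the data were examined and matched by symbol. Of these, 31 had at least 3 tested members and were tested with camera at a preset correlation of 0.01, adjusted over lists. All 12 calls of camera were lost when the correlation was estimated per list, which 4 libraries can do only roughly. The named genes were also fixed by rule beforehand: the genes the study follows, the 12 greatest rises and falls among called genes with a mean of at least 5 CPM and both treated libraries on the same side of both controls (predicted genes, Riken clones, pseudogenes and accessions left out), the 6 called genes with the most reads in each direction, the 5 members of each list with the smallest p, and genes above 1% of a library's reads. Some genes that this rule names are not reported here. Exact intervals of read ratios are conditional binomial at 95%, take reads as independent, and cover counting error only.

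Alternatives set beforehand were a pseudocount of 0.1, no filter, the replicate number as a block, leaving out each library, camera with an estimated correlation, and fry. Those added after seeing the data were median-ratio scaling, leaving out mitochondrial genes, and limma-voom on recovered reads (at least 10 reads in 2 libraries). The fit was tested on 10 simulated data sets made from the real means and read totals, with 200 changed genes each among about 12114 fitted. It found 85.0% of 2-fold and 97.7% of 4-fold changes, 0 in the wrong direction, and 9.41% of its calls were unchanged genes, above the nominal share. Without any change, at most 5 genes were called. The simulations drew genes independently, gave genes of similar expression the same spread, and changed equal numbers up and down. The data had 7297 calls and more falls than rises, so these rates need not hold for them. Figures were drawn with matplotlib 3.10.9.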

Results

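The transcriptome of cultured mouse ovarian granulosa cells (GCs), the somatic cells that surround and feed the oocyte in the follicle, was measured by RNA-seq in 4 libraries. The cells came from wild-type C57BL/6 females at postnatal day 24. Of the 4 libraries, 2 were untreated controls and 2 were treated with HDACi 4b, a small molecule that inhibits the histone deacetylases HDAC1 and HDAC3. The deposited values were FPKM, reads scaled to gene length and library total, for 25239 listed genes. The steps between low values showed totals of 16438728 and 17665107 reads behind the control columns and of 16215581 and 15951875 behind the treated columns. The comparison asked which transcripts besides the EGF-like growth factor amphiregulin, encoded by Areg, respond to HDACi 4b in GCs. No library separates HDAC3 from HDAC1, so a change cannot be credited to HDAC3 alone. Errors given with FPKM are SD over the 2 libraries of a group, and errors given with log2 differences are SE of the limma fit. The labels do not say whether the libraries of a group came from separate cultures or animals, so the p-values measure the spread between these libraries, which may be technical.

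HDACi 4b raised several EGF-like growth factors, ovulatory genes, cholesterol synthesis and glycolysis genes in GCs, and it lowered several cell cycle genes. Genes that mark follicular GCs were split. Of 23 tested genes of GC identity and the FSH response 12 fell and 5 rose, and that list was not called. Of 12054 genes tested, 7297 passed an adjusted p of 0.05 in limma, with 2700 higher and 4597 lower in treated cells. At an absolute log2 difference of at least 1, 1717 genes remained, with 909 higher and 808 lower. The called genes were 60.5% of those tested, and counts within the lists below are to be read against this background. With so many small p-values, adjusting over a short list alone tends to keep or add calls, so it is no separate support. The groups did not overlap for 10020 genes, or 83.1%, where chance alone gives 33.3% per gene. All genes share the same 4 libraries, so a shift common to a group can separate many genes at once. This share is therefore no evidence beyond the comparison of 2 against 2 libraries. The median log2 difference of all tested genes was -0.15. Scaling by median ratios, an alternative chosen after the data were seen, shifted genes by a median of 0.15 and brought this median to -0.0041. With that scaling 3527 genes were higher and 3306 lower, so that the share of calls that were higher was 51.6% in place of 37.0%. Among 2-fold calls the share that were higher was 64.9% in place of 52.9%. No 2-fold call changed direction, but a shift of about 0.15 cannot reverse a difference of at least 1, so this shows no robustness. Without HDACi 4b replicate 1 the number of calls was 4571, with 1775 higher and 2796 lower. With limma-voom on reads recovered from the FPKM steps, the 2-fold calls were 3815. An exact permutation test of 2 against 2 libraries cannot give a p below 0.333, so the calls rest on the spread that limma shares across genes.

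Areg was nearly silent in control GCs and was clearly expressed after treatment. Its level went from 0.023 ± 0.033 FPKM in control cells to 13.4 ± 2.92 FPKM in treated cells (SD, n = 2 per group), a difference of 3.80 ± 0.16 on the log2(FPKM + 1) scale (adjusted p = 0.00012). The controls held 1 Areg read in all and the treated libraries 523, a ratio of 554 after scaling to library totals with a 95% exact interval of 99.1 to 21942. This interval covers counting error only. All 5 tested members of the list of EGF receptor family ligands rose, also when adjusted over the list alone. Nrg1, Egf and Epgn lay under the filter and were named after their values were seen, with 195, 42 and 6 control reads and 19, 41 and 11 treated reads. Epiregulin (Ereg) rose from 0.20 ± 0.090 to 2.10 ± 0.711 FPKM and betacellulin (Btc) from 0.493 ± 0.012 to 2.12 ± 0.189 FPKM, with log2 differences of 1.35 ± 0.19 and 1.06 ± 0.12. Hbegf and Tgfa rose less, by 0.51 and 0.42, and lost their calls without HDACi 4b replicate 1 (adjusted p = 0.0812 and 0.0657, ranges over the alternatives from 0.0066 and 0.00216). Hbegf lost its call without HDACi 4b replicate 2 as well (adjusted p = 0.0544). The receptor itself, Egfr, fell by 0.79 ± 0.14, with adjusted p from 0.00252 to 0.0566 over the 10 alternatives and the call lost without HDACi 4b replicate 1.

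**Figure D1:**
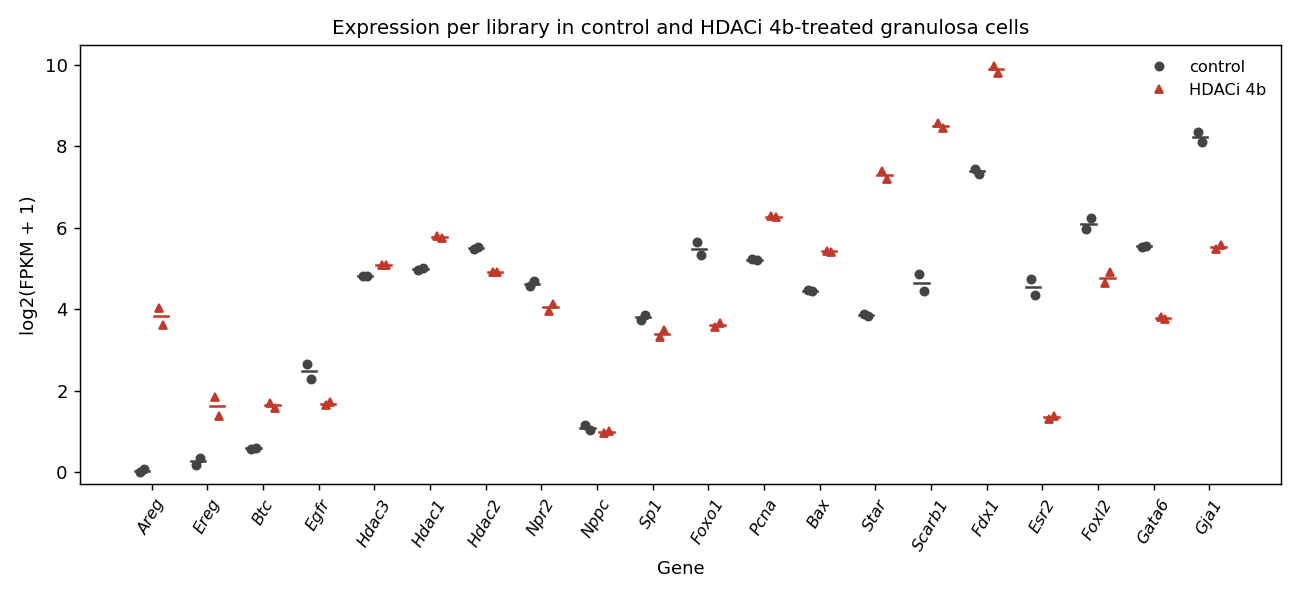
Expression of 20 genes in each library, as log2(FPKM + 1) on the vertical axis, with circles for the 2 control libraries, triangles for the 2 HDACi 4b libraries and a line at each group mean. Areg rose from 0.023 to 13.4 FPKM, and Gja1 went from 299.9 to 45.3 FPKM.

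Most tested genes that luteinizing hormone (LH) induces at ovulation rose. Of 17 tested members 13 rose, 0 fell and 4 were not called in limma (list adjusted p = 1.62e-07 in camera, and adjusted p = 0.567 with an estimated correlation), and 16 were called when adjusted over the list alone, all of them higher. Star, which carries cholesterol into mitochondria for steroid synthesis, rose 11.6-fold from 13.5 to 156.9 FPKM. Tnfaip6, a hyaluronan-binding protein of the expanding cumulus, rose 9.77-fold, the transcription factor Cebpb 5.08-fold and the matrix protease Adamts1 2.68-fold. The EGF-like list had adjusted p = 0.00486 in camera, and adjusted p = 0.567 with an estimated correlation. Areg, Ereg and Btc are in both lists and among the 13 that rose. Star, Egr1 and Nr4a1 rose as well and are counted again in lists below, so the lists are not separate results. The other 7 members of the ovulatory list lay under the filter of a mean of 1 FPKM and were named after their values were seen. Snap25, Ptger4, Ptx3, Pgr and Edn2 had 5, 37, 11, 3 and 2 control reads and 273, 142, 37, 13 and 11 treated reads. Has2, the cumulus hyaluronan synthase, had 95 control and 6 treated reads, and Il6 had 25 and 4.

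Among the 20 tested genes that the study follows, 7 rose, 8 fell and 5 were not called, and 16 were called when adjusted over the list alone. The study picked some of these genes on GCs of this kind, so the list is not independent evidence of their direction. Hdac3 itself differed by 0.26 ± 0.060, from 27.3 ± 0.091 to 32.8 ± 0.129 FPKM, a call that was lost without either treated library (adjusted p from 0.00337 to 0.0885 over the 10 alternatives). Hdac1 rose from 30.8 ± 0.771 to 54.0 ± 1.34 FPKM and Hdac2 fell from 44.5 ± 0.788 to 29.2 ± 0.0047 FPKM. Foxo1, a transcription factor of growing follicles, fell by 1.87 ± 0.12 from 44.0 ± 6.78 FPKM. The replication clamp Pcna rose 2.11-fold and the pro-apoptotic gene Bax 1.99-fold. The corepressor Ncor1 fell by 0.43 ± 0.065. Sp1, Gata4 and Hdac8 fell by 0.40, 0.51 and 0.37, and these calls ended under median-ratio scaling (adjusted p = 0.0634, 0.077 and 0.0574). The highest adjusted p over their alternatives were 0.089, 0.128 and 0.0759. Tbl1x, Tbl1xr1, Nppc and Pde5a were among those not called, with differences of -0.24, -0.03, -0.10 and 0.20. Bcl2 lay under the filter, at 0.612 ± 0.245 FPKM in control and 0.244 ± 0.026 FPKM in treated cells, and Myod1 was not analysed here. The study genes had a median of -0.06, a mean of 0.18 and an upward test (adjusted p = 0.455), and the median was 0.05 under median-ratio scaling.

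Of the 15 tested deacetylases and NCoR complex genes, 3 rose, 6 fell and 6 were not called, with 10 called when adjusted over the list alone. Hdac7 fell by 1.85 ± 0.11 and Hdac5 by 1.00 ± 0.11. The list showed no common direction (adjusted p = 0.729), and its median of -0.11 became 0.03 under median-ratio scaling.

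Genes of the natriuretic peptide and cGMP signal, which holds the oocyte in meiotic arrest, moved both ways. Some of their products act against the signal, such as Pde5a, which degrades cGMP, so the list has no single expected direction. Of 10 tested members 4 rose, 4 fell and 2 were not called, with 8 called when adjusted over the list alone. The receptor Npr2 fell by 0.58 ± 0.088, from 23.7 to 15.5 FPKM, while its ligand Nppc stayed uncalled at 1.13 ± 0.137 and 0.985 ± 0.054 FPKM. Npr3, the clearance receptor of the same ligands, had 56.1 ± 46.5 FPKM in control and 0.410 ± 0.201 FPKM in treated cells, and its call was lost in limma-voom on recovered reads (adjusted p = 0.132, range over the alternatives 0.00053 to 0.132). The gap junction gene Gja1 fell from 299.9 to 45.3 FPKM, a log2 difference of -2.70 ± 0.10, while Gja4 rose 6.10-fold from 0.345 FPKM. The list's median of 0.05 and its mean of -0.52 differed in sign, and neither direction passed (adjusted p = 0.667).

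Genes of GC identity and the FSH response were split. Of 23 tested members 5 rose, 12 fell and 6 were not called, and 17 were called when adjusted over the list alone. The estrogen receptor Esr2 fell by 3.20 ± 0.14, from 22.5 to 1.54 FPKM, and the BMP receptor Bmpr1b by 3.27 ± 0.13, from 33.1 to 2.52 FPKM. Foxl2, which maintains the ovarian fate of GCs, fell from 67.8 to 26.4 FPKM and Gata6 from 45.5 to 12.7 FPKM. Gatm rose 3.27-fold. As a group the list did not stand apart from other genes (adjusted p = 0.464). The aromatase gene Cyp19a1 was named after its values were seen and lay under the filter, with 55 control and 15 treated reads.

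Cholesterol synthesis genes rose, while steroidogenesis genes moved both ways. In the steroidogenesis and luteinization list 11 of 19 tested members rose, 5 fell and 3 were not called, with 16 called when adjusted over the list alone. The lipoprotein receptor Scarb1 rose 14.9-fold from 24.3 to 363.3 FPKM and the ferredoxin Fdx1 rose 5.73-fold to 954.1 FPKM. Hsd3b1, which makes progesterone, fell from 5105 ± 292.5 to 2616 ± 15.8 FPKM, while its paralog Hsd3b6 rose 116-fold to 20.9 ± 5.91 FPKM from 11 control reads. Reads can be shared between such copies, and how the authors placed them is not given in the sources used here. Hsd3b1 had 323424 control and 156077 treated reads, and Hsd3b6 had 11 and 1214. Reads spilled from Hsd3b1 would have fallen with it, so these values argue against Hsd3b1 as the source of the Hsd3b6 rise. Sharing with other copies stays open. In the cholesterol synthesis list 23 of 25 members rose and 0 fell, also when adjusted over the list alone, with a median log2 difference of 1.34. Hmgcs1 rose 9.05-fold, Dhcr7 8.64-fold, Acat2 3.66-fold and Fdft1 2.67-fold. The camera test gave adjusted p = 0.00664 for steroidogenesis and 5.22e-10 for cholesterol synthesis. With an estimated correlation both had adjusted p = 0.567.

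Of 17 tested glycolysis genes 15 rose and 1 fell, with 16 called when adjusted over the list alone. Pyruvate kinase (Pkm) rose 3.59-fold from 134.6 to 483.5 FPKM, hexokinase Hk2 4.83-fold, Tpi1 2.86-fold and Gapdh 2.27-fold. Of 21 nuclear genes of oxidative phosphorylation 10 were higher, 2 lower and 9 not called, with 11 called when adjusted over the list alone. Under median-ratio scaling 13 were higher and 0 lower, and the median difference was 0.28 in place of 0.12. Uqcrq rose 1.70-fold and Cox5a 1.52-fold. These lists had adjusted p = 1.62e-07 and 0.0108 in camera. With an estimated correlation the adjusted p was 0.567 for each. Mitochondrially encoded genes held 3.90% and 3.94% of control reads and 4.17% of the reads of each treated library, and 3 of 12 rose, 1 fell and 3 were called when adjusted over the list alone. The list was not called (adjusted p = 0.473), its median was 0.0042 and its mean -0.0053, and under median-ratio scaling 5 members were higher and 0 lower. mt-Co1 was the only gene above 1% of a library's reads, at up to 2.05%, and was not called at 12362 ± 258.1 and 13235 ± 64.7 FPKM. It was called higher in limma under median-ratio scaling (adjusted p = 0.0235).

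Several cell division genes fell, and the CDK inhibitor Cdkn1a rose. Of 30 listed G2/M genes only 13 reached the filter, and of these 0 rose and 9 fell, also when adjusted over the list alone. Cdc20 fell from 6.08 to 1.15 FPKM and Cdk1 from 3.14 to 0.995 FPKM. The camera test gave adjusted p = 0.0302 for this list. With an estimated correlation its adjusted p was 0.704. S phase genes were lower in 12 of 26 cases and higher in 4, with 16 called when adjusted over the list alone, and the list was not called (adjusted p = 0.404). Mcm3, Mcm5 and Cdc45 fell by 1.28, 1.37 and 1.31, against the rise of Pcna. Among 6 tested CDK inhibitors 3 rose and 1 fell, with 5 called when adjusted over the list alone (list adjusted p = 0.0553). Cdkn1a rose 2.92-fold from 57.1 to 166.8 FPKM, Cdkn2d rose 2.81-fold, and Cdkn1b fell by 0.59 ± 0.13, a call lost without HDACi 4b replicate 1 (adjusted p of 0.00167 to 0.0827 over the alternatives).

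Among p53 targets 10 of 19 rose, 2 fell and 12 were called when adjusted over the list alone. The secreted stress factor Gdf15 rose 13.9-fold from 0.911 to 12.7 FPKM and the death receptor Tnfrsf10b 2.68-fold, while the pro-apoptotic Bbc3 fell by 0.75 ± 0.075. The list had adjusted p = 0.00692 in camera, and adjusted p = 0.567 with an estimated correlation. Of 19 tested apoptosis regulators 6 rose and 8 fell, with 14 called when adjusted over the list alone. Bik rose 5.17-fold and Bid 1.93-fold. That list had a median of -0.14 with an upward test (adjusted p = 0.968), and its median was 0.01 under median-ratio scaling.

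Immediate early and heat shock genes also respond to the handling of cells, and Egr1 counts among the ovulatory genes as well. Immediate early genes rose in 6 of 10 cases and fell in 1, with 7 called when adjusted over the list alone. Egr1 rose 4.15-fold, Dusp1 2.62-fold and Junb 2.05-fold, and Jun fell by 0.48 ± 0.10, a call lost in 2 of 10 alternatives (adjusted p of 0.00242 to 0.0738). Heat shock genes rose in 7 of 10 cases and fell in 1, with 8 called when adjusted over the list alone, among them Hspb1 at 4.25-fold and the near-identical pair Hspa1b and Hspa1a at 5.81-fold and 5.79-fold. Hsph1 fell by 0.68 ± 0.077. Camera gave adjusted p = 0.0482 for immediate early genes and 0.0108 for heat shock genes. With an estimated correlation the adjusted p was 0.683 and 0.567, and the first list was not called under median-ratio scaling either (adjusted p = 0.117, range over its alternatives up to 0.683). Of 16 ERK feedback genes 6 rose and 3 fell, with 9 called when adjusted over the list alone (list adjusted p = 0.0971). Fosl1 rose by 1.41 ± 0.14 and Spry2 fell by 1.03 ± 0.079. Interferon response genes rose in 8 of 12 cases and fell in 1, with 9 called when adjusted over the list alone. Rsad2 rose from 7 control reads to 899 treated reads, Irf7 rose 4.05-fold and Stat2 2.89-fold. The camera test gave this list adjusted p = 0.00039, and adjusted p = 0.567 with an estimated correlation.

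YAP and SMAD target genes and extracellular matrix genes changed in both directions. Of 16 YAP and TGF-beta targets 1 rose and 9 fell, with 10 called when adjusted over the list alone. Thbs1 fell from 650.0 ± 49.3 to 45.0 ± 12.5 FPKM and Smad6 by 2.72 ± 0.17, whereas Ankrd1 rose 2.45-fold. The list was not called (adjusted p = 0.102), and was called under median-ratio scaling (adjusted p = 0.0467, range over its camera alternatives 0.0196 to 0.567). Of 26 matrix genes 7 rose and 11 fell, with 19 called when adjusted over the list alone (list adjusted p = 0.892). Mmp14 fell by 2.21 ± 0.12 and Lox by 1.64 ± 0.13, and Lamb1 rose by 0.80 ± 0.078. Markers of stromal and contractile cells were lower in the same libraries. Of 5 tested fibroblast markers 0 rose and 4 fell, and of 6 smooth muscle markers 1 rose and 5 fell, each also when adjusted over the list alone. Acta2 fell from 203.6 ± 58.7 to 32.5 ± 12.7 FPKM, Col3a1 by 2.32 ± 0.34, and Notch3 rose 7.35-fold. Col1a1 fell from 27.5 ± 14.6 to 9.30 ± 3.04 FPKM but was called in only 4 of 10 alternatives. Neither list was called (adjusted p = 0.287 and 0.273).

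Some markers of other ovarian and blood cells, and some genes of Sertoli cells, the testis counterpart of GCs, also differed. Of 9 tested leukocyte markers 7 fell and 1 rose, with 8 called when adjusted over the list alone. The macrophage gene Lyz2 fell from 73.9 ± 23.1 to 19.0 ± 1.39 FPKM and C1qb from 8.36 ± 1.86 to 1.32 ± 0.177 FPKM. This list was not called (adjusted p = 0.0898), and was called under median-ratio scaling (adjusted p = 0.0277, range over its camera alternatives 0.0142 to 0.689). All 4 tested surface epithelium markers rose, also when adjusted over the list alone. Krt18 rose 2.99-fold from 22.1 to 66.1 FPKM and Cdh1 8.44-fold from 0.227 FPKM. Their camera adjusted p was 0.0108, and 0.567 as adjusted p with an estimated correlation. Without the filter on low values it was 0.343. The Sertoli cell genes went both ways, with 2 of 5 higher (Dhh 3.70-fold, Defb19 7.07-fold) and 3 lower (Nr0b1, Ptgds and Aard), all called when adjusted over the list alone. Their median was -1.01, the test pointed upward at adjusted p = 0.968, and it pointed downward under median-ratio scaling. Of 3 theca markers Fabp3 rose 3.85-fold, Ptch1 fell by 1.02 ± 0.12 and Mgarp was not called, with 2 called when adjusted over the list alone (list adjusted p = 0.464). Mgarp was called higher in limma under median-ratio scaling (adjusted p = 0.0379). The single tested endothelial marker, Egfl7, rose 8.59-fold from 0.434 FPKM. The oocyte genes Gdf9 and H1foo were not called, and H1foo had 2.63 FPKM in control replicate 1 against 0.094 FPKM in control replicate 2. No red blood cell gene reached the filter.

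Of 10 tested genes known to respond to HDAC inhibitors in other cells, 4 rose, 2 fell and 4 were not called, with 6 called when adjusted over the list alone. Mt1 rose 2.81-fold, the linker histone H1f0 2.61-fold and Gsn 2.25-fold, and Tubb3 fell by 1.12 ± 0.16. The list had a median of -0.15, a mean of 0.25 and an upward test (adjusted p = 0.273), and the median was -0.0029 under median-ratio scaling. Neuronal genes were mostly under the filter. Of 6 tested members 3 rose and 2 fell, all 5 also when adjusted over the list alone, with Syn1 up 18.1-fold from 0.579 to 10.5 FPKM, while Cplx2 fell by 1.66 ± 0.16 (list adjusted p = 0.247). Without the filter the neuronal list was called (adjusted p = 0.00131, range over its alternatives up to 0.567). Both tested germline genes rose, Rec8 2.96-fold and the recombinase Dmc1 from 8 to 143 reads. Among 15 housekeeping genes 7 rose and 3 fell, with 10 called when adjusted over the list alone, and the transferrin receptor Tfrc rose 4.05-fold. This list was not called in camera (adjusted p = 0.0626), and was called upward under median-ratio scaling (adjusted p = 0.0285). Gapdh and Pgk1, which rose, are counted among the glycolysis genes as well.

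**Figure D2:**
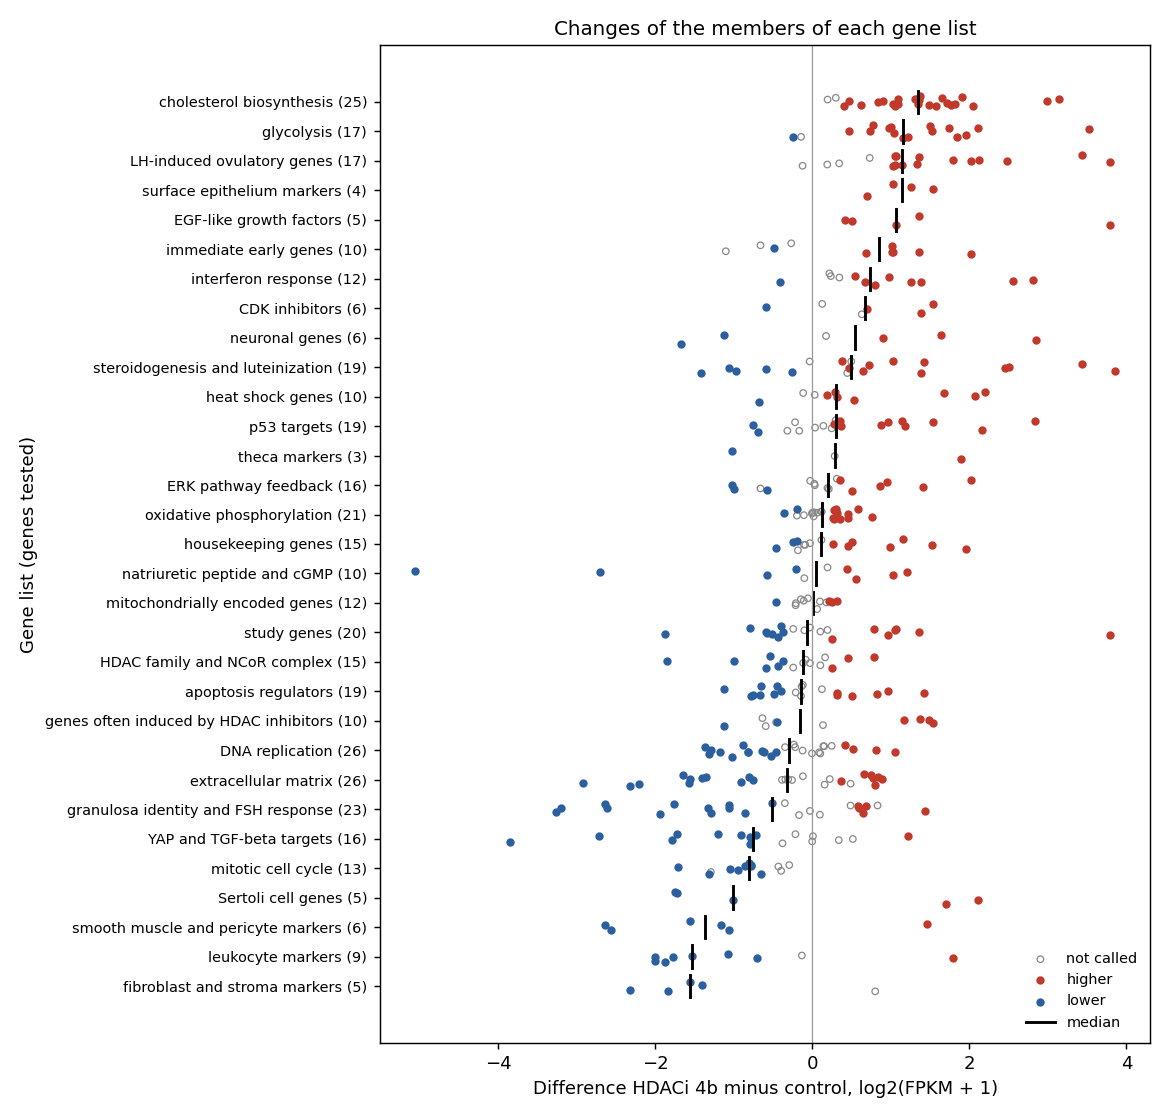
Log2 difference of each tested member (HDACi 4b minus control, on log2(FPKM + 1)) for the 31 gene lists with at least 3 tested members, with red for higher, blue for lower, open circles for genes not called and a black bar at the list's median. Cholesterol synthesis has a median of 1.34 and fibroblast markers one of -1.56.

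Among the greatest rises by the fixed naming rule, Gsta2, a glutathione S-transferase, rose by 6.73 ± 0.14 to 147.9 ± 21.7 FPKM, Gsta4 by 4.67 ± 0.093 to 710.5 ± 27.3 FPKM, and the quinone reductase Nqo1 by 4.36 ± 0.083. Close copies within the glutathione S-transferase family can share reads, so the level of a single member may be uncertain. The matrix phosphoprotein Spp1 rose from 13.2 ± 5.65 to 948.9 ± 189.9 FPKM, the metallothionein Mt3 51.7-fold and the class II histocompatibility gene H2-Ab1 54.8-fold from 0.614 to 33.7 FPKM. Sbsn, Tmem59l, Cox4i2, Fbxo2 and Dmkn rose by 4.23 to 4.59 on the log2 scale, and Tmem59l had 2 control reads against 1052 treated reads, a ratio of 558 with a 95% exact interval of 154 to 4611 that covers counting error only. The greatest falls besides Npr3 and Thbs1 included Igfbp5, which went from 345.0 ± 103.8 to 11.3 ± 3.51 FPKM, and Atoh8, Col10a1 and Derl3, with log2 differences of -4.73, -4.51 and -4.38. Bmp2 fell by 3.81 ± 0.15, the kinase subunit Pik3r1 by 3.85 ± 0.28 and its inhibitor Pik3ip1 by 3.65 ± 0.079, together with Tdrd5 and Grb14 (by 3.79 and 3.76). Among the called genes with the most reads, Prdx1 rose 11.9-fold to 2249 ± 11.1 FPKM, Psap 2.88-fold and Me1 2.11-fold, and mt-Nd1, mt-Nd5 and Tpt1 rose by 0.32, 0.21 and 0.53. These last 3 calls were lost in some alternatives, with adjusted p of 0.00322 to 0.0927, 0.00674 to 0.201 and 0.00151 to 0.126. Those that fell besides Hsd3b1 were Cemip (by 1.28), Ephx2 (by 0.77), Tsc22d1 (by 0.65), Eef1a1 (by 0.46) and Hsp90ab1 (by 0.26). Tsc22d1 and Eef1a1 lost their calls in 2 of 10 alternatives (adjusted p of 0.00163 to 0.0703 and 0.0019 to 0.0534) and Hsp90ab1 in 3, among them median-ratio scaling (adjusted p = 0.291, range over the alternatives 0.0168 to 0.291).

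Rises took a larger share of the calls among genes of low and of high expression than among those between. Tested genes were split into 4 equal bins by mean log2 expression. From the lowest bin to the highest, 42.0% of 1603 calls, 30.6% of 1848, 29.2% of 1919 and 46.8% of 1927 were higher. Under median-ratio scaling these shares were 52.0%, 43.3%, 45.8% and 64.3%.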

Values the study reported

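In GCs treated with HDACi 4b in culture, the study reported 2105 upregulated and 1301 downregulated transcripts. For GCs of mice with a conditional Hdac3 deletion it reported 233 changed transcripts, 78 up and 155 down. The text of the paper names no test or threshold for these RNA-seq counts, so they cannot be compared directly with the counts above. By qPCR in the mice with the deletion, the study measured Areg, Ereg, Btc, Nppc and Npr2 and reported a significant rise for Areg only. That was in vivo and without the inhibitor, unlike the cultured cells here. With HDACi 4b in follicle culture it reported higher Areg mRNA and protein.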

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

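Median-ratio scaling, leaving out mitochondrial genes and limma-voom were chosen after seeing the data, and the alternatives planned for raw counts (other count normalizations, filters and count models) were not run because the table holds FPKM. Called genes numbered 7297 and were 6833 to 9108 over the settings that kept all libraries. Leaving out one library each gave 4571 to 6717 calls, 1775 to 2559 higher and 2796 to 4181 lower, the lowest without HDACi 4b replicate 1. Fewer libraries leave less to estimate the spread from, and the lone library left in a group is assumed to vary like the others. The 2-fold calls (1717) were 1557 to 1761 when leaving out one library each. They rose to 3815 with limma-voom on recovered reads (1925 higher, 1890 lower), which uses no pseudocount of 1 FPKM and tests 15040 genes. A pseudocount of 0.1 gave 2291. Of 31 lists, 12 were called, 12 to 14 when leaving out one library each, 0 with an estimated correlation and 21 with fry, which asks whether a list moves and not whether it differs from other genes. Same-numbered libraries deviated together only weakly (correlation 0.088 across genes), so the numbers were not taken as pairs, and with the replicate block 7315 genes were called (2728 higher, 4587 lower), 1711 of them 2-fold. Study genes called numbered 15, and 10 to 16 when leaving out one library each. Of 174 called named genes, 149 kept their call in all alternatives. The uncalled Tbl1xr1 changed sign to 0.02 without control replicate 2, 0.0295 without HDACi 4b replicate 1 (-0.0863 without HDACi 4b replicate 2) and 0.11 under median-ratio scaling. Without control replicate 2, Gdf9 turned to -0.29 and H1foo to -0.47 (adjusted p = 0.0316, range over its alternatives from 0.00341 to 0.742), and without control replicate 1 they were 1.04 and 1.26. The 2 controls differed in both oocyte genes, and the cause was not tested. Low genes are limited by depth, since 1 read at 2 kb is worth about 0.03 FPKM.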

Other observations

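The tests on reads shared between copies and on genes changed in either direction were chosen only after the result was seen. Those on other NRF2 targets, risen genes and gene length were set before their values were seen. The test on macrophage genes was set beforehand as well, but it shares genes with the leukocyte list of the same fit.

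Several antioxidant and glutathione genes were among the greatest rises, a theme picked after the values were seen. Besides Gsta2, Gsta4 and Nqo1 these were Gsta3, Gstm6, Prdx1, Srxn1, Cbr3, Osgin1 and Blvrb, all called at least 2-fold higher. A list of 26 other genes that the antioxidant transcription factor NRF2 is known to activate was then written without sight of their values. Of these, 23 rose and 1 fell in limma, among them Gstp1 (122.4 to 827.6 FPKM), Hmox1 (39.3 to 206.2 FPKM), the cystine transporter gene Slc7a11 (0.271 to 4.54 FPKM), G6pdx (25.2 to 104.8 FPKM) and Txnrd1 (42.8 to 148.4 FPKM), while Gstm1 and Maff were not called. Their median log2 difference of 1.41 lay at percentile 100 of 10000 random lists matched on mean expression, whose 95th percentile was 0.19. Random lists hold unrelated genes, while targets of a common factor can move together, and the matching was not on gene length. The percentile is therefore no p-value. Because 23 of the 26 other targets rose, an NRF2 target response to HDACi 4b is a candidate explanation, a hypothesis from these libraries alone. The part of reads shared between glutathione S-transferase copies stays open. The picked antioxidant genes outside that family had a median difference of 3.64, but they were picked for their rise, so this value excludes nothing. Of the 4 picked family members, the other 3 held 37.2% of the reads of the most abundant, and further members that rose, such as Gstp1, were not counted in this share.

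Spp1 and H2-Ab1, which macrophages express, rose while most macrophage markers fell. Of 9 genes abundant in macrophages, 0% reached the level of H2-Ab1 in a treated library, and all 7 tested were lower in treated cells, the most abundant being Lyz2 with at most 20.0 FPKM there. Cd74, which cells with class II molecules express abundantly, had 0.292 FPKM in control and 1.19 FPKM in treated cells against 33.7 FPKM of H2-Ab1 there. For macrophages that express the listed genes, these values give no sign of a larger share in the treated cultures. Lyz2 and C1qb among them were already counted in the leukocyte list of the same fit, so their falls are no separate evidence on the source. The macrophage list left out the leukocyte marker Cd68, which was named after its values were seen and rose from 8.77 to 32.4 FPKM. Nor does the list cover other leukocytes, and Cd79a of B cells had 14 control and 48 treated reads. Expression by GCs or by another cell in the culture was not tested.

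More genes fell than rose when FPKM were used as deposited, with a median log2 difference of -0.15. Genes that rose at least 2-fold took 4.86% and 4.51% of control reads but 16.7% and 16.1% of treated reads. Scaling to the reads outside those 909 genes brought the median to 0.016, with 3645 calls higher and 3146 lower, but leaving out rises alone can only push it up. With genes changed at least 2-fold in either direction left out it was -0.075, a value that keeps all smaller changes in and sets no bound, and median-ratio scaling, which centres the genes by construction, gave -0.0041 and decides nothing. How much of the imbalance shifted totals may account for stays open. Gene length could also contribute, since 49.0% of calls were higher in the shortest of 4 equal bins by exon length and 25.7% in the longest, a difference of 23.3 percentage points. Whether the length trend is technical or belongs to the treatment was not tested, and an overall loss of RNA per cell cannot be read from FPKM.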
